# The Chloroplast RNA Binding Protein CP31A Has a Preference for mRNAs Encoding the Subunits of the Chloroplast NAD(P)H Dehydrogenase Complex and Is Required for Their Accumulation

**DOI:** 10.3390/ijms21165633

**Published:** 2020-08-06

**Authors:** Benjamin Lenzen, Thilo Rühle, Marie-Kristin Lehniger, Ayako Okuzaki, Mathias Labs, Jose M. Muino, Uwe Ohler, Dario Leister, Christian Schmitz-Linneweber

**Keywords:** chloroplast, RNA processing, RNA binding, NDH complex, RRM, organelle, *Arabidopsis thaliana*

## Abstract

Chloroplast RNA processing requires a large number of nuclear-encoded RNA binding proteins (RBPs) that are imported post-translationally into the organelle. Most of these RBPs are highly specific for one or few target RNAs. By contrast, members of the chloroplast ribonucleoprotein family (cpRNPs) have a wider RNA target range. We here present a quantitative analysis of RNA targets of the cpRNP CP31A using digestion-optimized RNA co-immunoprecipitation with deep sequencing (DO-RIP-seq). This identifies the mRNAs coding for subunits of the chloroplast NAD(P)H dehydrogenase (NDH) complex as main targets for CP31A. We demonstrate using whole-genome gene expression analysis and targeted RNA gel blot hybridization that the *ndh* mRNAs are all down-regulated in *cp31a* mutants. This diminishes the activity of the NDH complex. Our findings demonstrate how a chloroplast RNA binding protein can combine functionally related RNAs into one post-transcriptional operon.

## 1. Introduction

Chloroplasts contain genetic information that is essential for photosynthesis. The expression of this information is realized by a unique mixture of ancestral bacterial and derived eukaryotic features [1]. Chloroplast gene expression can be regulated on the transcriptional level [2,3], but post-transcriptional processes are of at least equal importance [4,5,6]. The abundance of chloroplast mRNAs changes in response to external triggers and functionally related RNAs can be combined into larger groups of transcripts [7,8]. Sigma-factors required for the specificity of the plastid-encoded RNA polymerase have been demonstrated to co-regulate functional classes of chloroplast genes at the level of transcription [9,10]. How co-regulation occurs on the post-transcriptional level, remains unknown.

One key evolutionary change in post-transcriptional processes between chloroplast and their bacterial ancestors are the vastly increased RNA half lives in the organelle. In bacteria, transcription and translation are usually directly coupled and mRNAs have short half-lives (in the range of minutes; [11]) In chloroplasts, the half-lives of mRNAs are long (in the range of hours) and untranslated RNAs accumulate in large amounts [12,13]. Important protein families responsible for RNA stability and thus transcript accumulation are pentatricopeptide repeat (PPR) proteins and chloroplast ribonucleoproteins (cpRNPs, [14,15]). The cpRNP protein family consists of ten members in *Arabidopsis thaliana* [15]. All cpRNPs are targeted to the chloroplast post-translationally, and dedicated import receptors appear to be responsible for their transport across the chloroplast envelope [16,17]. Genetic analyses have demonstrated that *Arabidopsis* CP31A supports RNA editing at multiple sites and modulates the stability of mRNAs [18,19]. Interestingly, temperature modulates the effects of the loss of CP31A. In the cold, the germination rate of null mutants is reduced and their newly emerging leaf tissue bleaches at 8 °C [19]. All analyzed proteins of the photosynthetic apparatus are reduced in this cold-treated, defective tissue. This was linked to multiple defects in RNA processing (e.g., RNA splicing, RNA editing, and intercistronic processing), but is likely primarily caused by the strongly reduced accumulation of multiple chloroplast mRNAs [19]. By contrast, under normal growth temperatures, the most strong effect of the lesion in *cp31a* was observed for the *ndhF* mRNA, which encodes a subunit of the NADH dehydrogenase-like complex or short NDH complex [18]. *ndhF* is hardly detectable by RNA gel blot hybridization in *cp31a* mutants [18] and an analysis of remaining degradation products suggested that CP31A helps to protect this mRNA against degradation from its 3′-end [19]. RNA co-immunoprecipitation analyses demonstrated that CP31A binds to the 3′-UTR of *ndhF* and is required for the generation of the *ndhF* 3′-terminus under normal growth conditions [19]. A transcriptome-wide survey of RNA targets using RNA co-immunoprecipitation and microarray analysis (RIP-chip) uncovered dozens of mRNAs co-precipitated with CP31A that were functionally assigned to the various chloroplast thylakoid membrane complexes and also, to the ribosome. By contrast, mature tRNAs and rRNAs were not among the identified RNA ligands. Thus, CP31A has a broad RNA target range. However, the minimal defects observed at normal growth temperatures suggests a hierarchy of functional relevance of CP31A at least under these conditions. We, therefore, set out to determine quantitatively, which are the main targets of CP31A and analyze in a genome-wide, quantitative fashion, which RNAs—next to the *ndhF* mRNA—are most strongly affected by the loss of CP31A.

## 2. Results

### 2.1. CP31A Has a Preference for Transcripts Encoding Subunits of the NDH Complex

Previous studies using microarrays for the detection of RNA targets of CP31A were not quantitative, amongst other reasons because probes used to detect the different RNAs differed in size and sequence composition and were unable to differentiate between the two strands of a gene [19]. Another potential bias was introduced by sample preparation. For the previous RIP-chips, chloroplasts were prepared prior to extract preparation. Given that this procedure takes hours and is performed at or below 4 °C, changes in the association of CP31A with RNAs could occur. We therefore established DO-RIP-Seq for chloroplasts, which uses formaldehyde cross-linking in flash-frozen leaf tissues (Supplementary Figure S1A). DO-RIP-Seq has been set up previously for HEK29 cells to quantify the binding site of an RBP at the whole-transcript target level, but has not been applied to a whole organism yet [20]. Here, wild-type (WT) *Arabidopsis* seedlings were grown for 14 days under normal growth conditions and then subjected to formaldehyde cross-linking and immunoprecipitation (IP); [19]. The tissue lysates were treated with a nuclease to yield RNA fragments protected by RNA binding proteins. Three biological replicates were performed. Successful recovery of CP31A in precipitates was verified by immunoblotting (Supplementary Figure S1B). DO-RIP-Seq libraries were prepared from input and pellet samples for all replicates (Supplementary Figure S1C). 

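Input and pellet libraries of wild-type *Arabidopsis* seedlings were analysed as 3 pairs, with a pair for each biological replicate. The seedlings were 14 days old and had been grown at 21 °C. In digestion-optimized RNA co-immunoprecipitation and sequencing (DO-RIP-Seq), proteins are cross-linked to RNA with formaldehyde, the RNA is trimmed with a nuclease, and the fragments that precipitate with an antibody against CP31A (the pellet) are sequenced beside a sample of the mix before washing (the input). The input of each pair was taken from the same mix of extract and antibody-coated beads as its pellet. The authors aligned the reads, removed PCR duplicates by their molecular identifiers, counted reads on the coding strand of each protein-coding chloroplast gene with 100 nt on each side, and deposited TPM, which are reads divided by the length of the counting window and scaled to the same total in every library. The deposited table holds 77 gene entries. *ndhB*, *rps7*, *ycf2* and *rpl2* lie in the inverted repeat and are listed as 2 copies each, which were merged to give 73 RNAs. TPM multiplied by the window length and by a factor fitted for each library gave whole numbers of reads for 450 of the 462 TPM values with annotated lengths. The tolerance was 0.0001 reads. The factor was the smallest at which most values were whole, so the reads given are the smallest numbers that match. Reads over the 73 RNAs numbered 24243, 67842 and 73551 in the inputs of replicates 1, 2 and 3 and 251734, 336674 and 392588 in the pellets. Enrichment was computed for each pair as log2 of TPM in the pellet over TPM in the input, with no pseudocount, and averaged over the 3 pairs. It was tested with limma on log2 TPM with the replicate as a block, two-sided and with Benjamini-Hochberg adjustment over 73 RNAs. An RNA with a log2 enrichment of at least 1 and an adjusted p under 0.05 is called a target.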

We tested the reproducibility of the DO-RIP-Seq experiments by calculating pairwise correlation coefficients across all samples (Supplementary Table S1). We found strong correlations among the input samples (average Pearson coefficient (R): 0.985), and the pellet samples from the IP (R: 0.999). This analysis demonstrates high reproducibility between biological replicates of our DO-RIP-Seq assay (the data are deposited under the GEO accession GSE152579).

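The mRNAs of *psbA* (the D1 protein of photosystem II), *rbcL* (the large subunit of Rubisco) and *psbC* (an antenna protein of photosystem II) were the 3 most abundant RNAs of the input. Together they held 55.7% to 66.8% of the TPM in the 3 inputs and 43.6% to 49.1% in the 3 pellets. Across the 73 RNAs, Pearson's r of TPM was 0.980 between inputs 1 and 2, 0.990 between inputs 1 and 3 and 0.998 between inputs 2 and 3, with a mean of 0.989 ± 0.00872 (SD over 3 pairs of libraries). Among the pellets, r lay between 0.998 and 0.9996, with a mean of 0.999 ± 0.000670 (SD over 3 pairs of libraries). On the log2 scale, where the abundant mRNAs weigh no more than the others, inputs 2 and 3 still correlated at 0.994. Input 1 correlated at 0.919 with input 2 and at 0.935 with input 3. Pellets correlated with inputs at 0.988 to 0.997 on TPM and at 0.862 to 0.970 on log2 TPM. These correlations run across RNAs, which are not independent replicates, so no p is given.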

For the analysis of DO-RIP-Seq reads, we mapped the reads to the chloroplast genome and counted reads for each annotated protein coding gene (including intronic regions), taking only reads into account that represent the functional strand (coding strand; according to NCBI acc. no. NC_000932.1). 

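*ndhH* had the fewest reads in input 1, with 5, and *rpl22* the fewest in input 3, with 10. *ndhI*, which encodes an iron-sulfur subunit of the NDH complex, had 7, 29 and 34 reads in inputs 1, 2 and 3 and 489, 761 and 853 reads in the pellets. The median RNA had 39 reads in input 1, 131 in input 2 and 146 in input 3, against 901, 1288 and 1574 in pellets 1, 2 and 3. Fewer than 20 reads were found for 24 of the 73 RNAs in input 1, for 6 in input 2 and for 3 in input 3. No RNA of any pellet had fewer than 20 reads. Reads were computed from TPM and the window length, and they cover the whole gene with its flanks. The standard error that counting alone gives to the mean log2 enrichment over 3 pairs had a median of 0.11 over the RNAs, and it was 0.22 for *ndhI*. For the targets, the SD of the log2 enrichment over the 3 pairs had a median of 0.39. That SD is a spread between single pairs over the targets alone. It cannot be set directly against the counting error of a mean over 3 pairs.

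**Figure D1:**
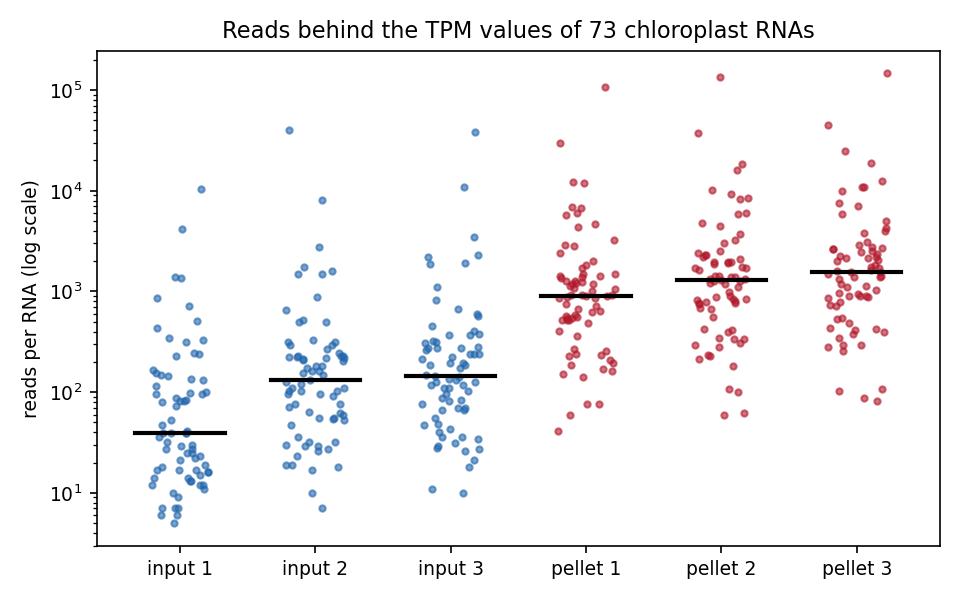
Reads per RNA (log scale) in the 3 input and 3 pellet libraries for 73 chloroplast RNAs. Each point is an RNA and each bar is the median of a library, from 39 reads in input 1 to 1574 reads in pellet 3.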

A finer mapping of binding sites turned out to be difficult since we obtained too few reads in the input library to allow calculation of enrichment ratios for shorter sequence stretches. The chloroplast genome is transcribed in overlapping polycistronic RNAs, making a definition of UTRs difficult. Nevertheless, most sequence elements important for RNA stability and translation are located proximal to the annotated regions. We therefore included for our analysis the 100 nt upstream and downstream of each gene, adding reads found here to the reads within the reading frames. Read counts were normalized using TPM, in order to account for gene length and library depth. A high pass filter was used to account for stochastic noise in low coverage genes, which excludes genes with less than 5 reads in any library from the analysis. We then calculated the enrichment of RNA in the pellet fraction of CP31A IPs versus the input fraction, averaging across the three replicates. Using an enrichment of at least two-fold and a significance cutoff for enrichment of *p* ≤ 0.05 (one-sided, paired *t*-test), we identified 24 target RNAs for CP31A (Figure 1). 

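In the CP31A pellets, 36 of 73 chloroplast RNAs were enriched over the input, *ycf1.1* was depleted and 36 did not pass the test (adjusted p under 0.05 from limma). At least 2-fold enrichment was reached by 25 of the enriched RNAs, of which 11 encode NDH subunits and 14 encode other proteins. The other targets included *psbM*, *psbN*, *psbB* and *psbK* among 13 mRNAs for photosystem II, *psaI* among 5 for photosystem I, *petN* among 6 for the cytochrome *b*_6_*f* complex, *atpI* among 6 for the ATP synthase, *rpoA* and *rpoC2* among 4 for the plastid RNA polymerase, and *rps2* for the small ribosomal subunit. *ccsA* (cytochrome *c* maturation), *cemA* (an envelope membrane protein) and *matK* (a maturase for group II introns) were targets too. Of 7 mRNAs for the large ribosomal subunit, *rpl32* was enriched, below 2-fold, and 6 did not pass. *rpoA* had the highest value outside the *ndh* mRNAs, with a log2 enrichment of 1.46 ± 0.29 (SD, n = 3 pairs; adjusted p = 0.00253 from limma), followed by *psbM* with 1.43 ± 0.35 (SD, n = 3 pairs). *atpI* had 1.24 ± 0.90 (SD, n = 3 pairs; adjusted p = 0.0118 from limma), from 2.25, 0.54 and 0.93 in the pairs of replicates 1, 2 and 3, and in input 1 its log2 TPM differed from the mean of the other inputs by -1.57; without replicate 1 it had 0.74 and was no target. Another 11 RNAs passed the test below 2-fold, among them *petG* (0.98), *rps7* (0.93), *ycf2* (0.93) and *rps12* (0.78). Each of the 25 targets was above 0 in 3 of 3 pairs, and so were 49 of the 73 RNAs. *psbA* had a TPM of 476348 ± 79298 in the inputs and 351343 ± 25424 in the pellets (SD, n = 3), a log2 enrichment of -0.43 ± 0.32 that did not pass, though it passed without replicate 1 (-0.61). The median log2 enrichment of all RNAs was 0.71 on the TPM scale, and with the median of each library set to 0 it was -0.12, with 3 targets (*ndhI*, *ndhF* and *ndhC*), 4 RNAs enriched, 9 depleted and *rpl32* and *rps12* below 0; rescaled without the 3 most abundant RNAs, the targets were 3 (*ndhI*, *ndhC* and *ndhA*), with 4 enriched and 2 depleted, and scalings of the recovered reads by ratios between libraries, added after the results were seen, gave 2 to 3. The methods' paired t-test gave 12 targets after Benjamini-Hochberg adjustment. Among the 49 RNAs with at least 20 reads in every library, limma gave 12. This filter was chosen after the data were seen. It removed the other targets before the test, and each target left kept its call. Without replicate 1, limma gave 21 targets with 58 RNAs enriched, and without replicate 3, 21 with 21 enriched and *ycf1.1* not passing. With a replicate left out, p followed the size of the mean log2 enrichment, as with a variance shared by all RNAs. Such calls do not measure the spread of an RNA between the remaining pairs.

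**Figure D2:**
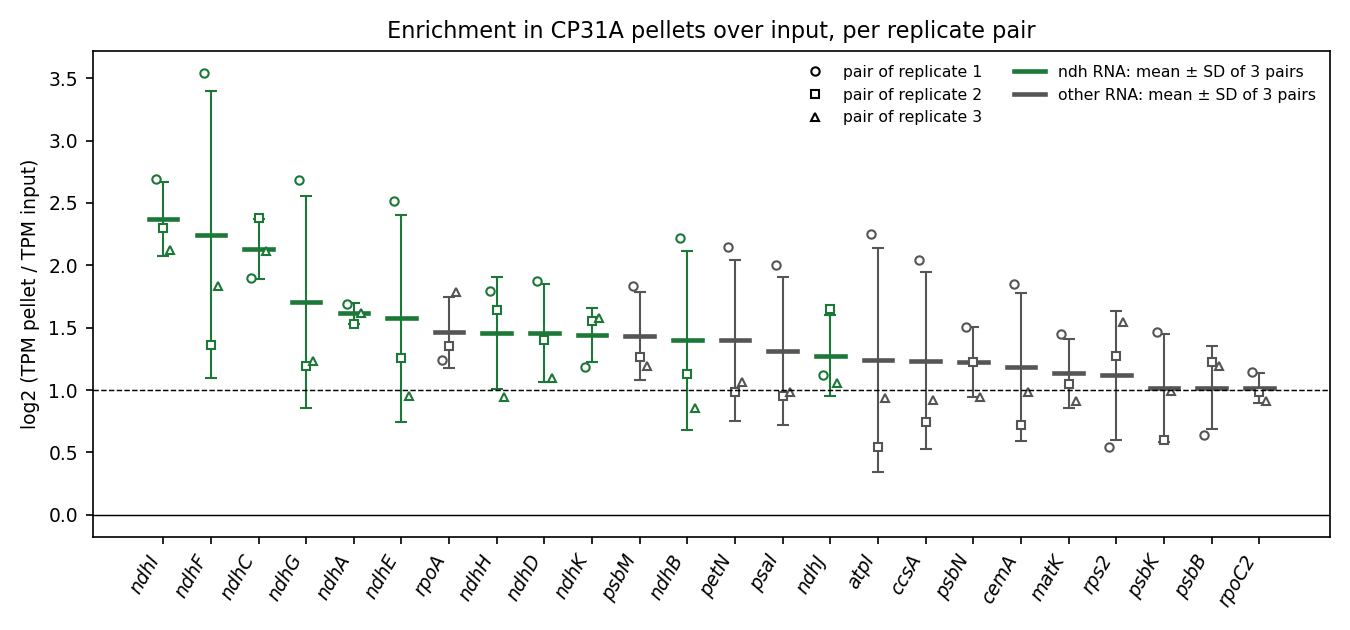
Log2 enrichment (TPM in the pellet over TPM in the input) of the targets named in the text, with the pairs of replicates 1, 2 and 3 as circles, squares and triangles and the mean ± SD of 3 pairs as bars. *ndh* RNAs are green and other RNAs grey; the dashed line marks a log2 enrichment of 1, and *ndhI* has the highest mean (2.37).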

Remarkably, all 11 mRNAs encoding NDH subunits are significantly enriched (Figure 1) and of the 10 most enriched RNAs, 9 belong to the NDH complex (Supplementary Table S2). 

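The NDH complex passes electrons from ferredoxin to plastoquinone, and its 11 chloroplast-encoded subunits are encoded by *ndhA* to *ndhK*. The log2 enrichment of their mRNAs ran from 1.27 (*ndhJ*) to 2.37 (*ndhI*), and all 11 were targets by limma, also when adjusted over the list alone (11 of 11). The mRNA of *ndhI* had a TPM of 644 ± 156 in the inputs and 3264 ± 224 in the pellets (SD, n = 3 libraries), which is 5.18-fold (log2 2.37 ± 0.29, adjusted p = 0.000322 from limma). *ndhC*, at rank 3, had a log2 enrichment of 2.13 ± 0.24 (SD, n = 3 pairs), and *ndhA* at 1.61 ± 0.08 (SD, n = 3 pairs) had the smallest spread between pairs of the 11. *ndhG* (1.70 ± 0.85), *ndhE* (1.57 ± 0.83) and *ndhB* (1.40 ± 0.72) differed most between pairs after *ndhF* (SD, n = 3 pairs). Of the 10 RNAs with the highest mean, 9 were *ndh* mRNAs and the other was *rpoA*; *ndhB* had rank 12 and *ndhJ* rank 15. In input 1, 8 of the 11 *ndh* mRNAs lay below the mean of inputs 2 and 3, with a median log2 difference of -0.68 and values of -2.15 for *ndhF*, -1.66 for *ndhE* and -1.56 for *ndhG*. Without replicate 1, 10 of the 11 were targets and *ndhB* was at 0.99, while 8 of the 10 most enriched RNAs were *ndh* mRNAs. The counting windows of *ndhA*, *ndhC*, *ndhD*, *ndhH*, *ndhI*, *ndhJ* and *ndhK* overlap that of a gene on the same strand, so that reads there are not exclusive to them. The *ndh* targets numbered 6 under the methods' paired t-test after Benjamini-Hochberg adjustment and 2 to 3 under other scalings of the libraries, and the filter of 20 reads removed 6 of the 11 mRNAs and left 5, all targets.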

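The *ndhF* gene encodes a membrane subunit of the NDH complex. It lies on the minus strand of the RefSeq chloroplast sequence of TAIR10.1 from 110398 to 112638, at an end of the small single-copy region. Its mRNA had a TPM of 1044 ± 656 in the inputs and 4042 ± 372 in the pellets (SD, n = 3 libraries). The log2 enrichment was 2.25 ± 1.15 (SD, n = 3 pairs; standard error 0.39, adjusted p = 0.00264 from limma), with 3.54, 1.36 and 1.84 in the pairs of replicates 1, 2 and 3. Reads for *ndhF* numbered 16, 222 and 187 in inputs 1, 2 and 3 and 2013, 3033 and 3848 in the pellets. Without replicate 1 the log2 enrichment was 1.60, at rank 3 of the 73 RNAs, and without replicate 2 it was 2.69, at rank 1. Rescaled without the 3 most abundant RNAs, *ndhF* fell to a log2 enrichment of 1.74 and did not pass (adjusted p = 0.110 from limma). It did not pass with the recovered reads scaled by the median of ratios (1.56, adjusted p = 0.0778 from limma) or by a trimmed mean of ratios (1.67, adjusted p = 0.111 from limma), both chosen after the values were seen, nor under the methods' paired t-test after adjustment. With the median of each library set to 0 it passed at 1.42 (adjusted p = 0.0397 from limma).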

Gratifyingly and in line with our previous analyses, *ndhF* is the second most enriched mRNA in this analysis (Figure 1). We also performed immunoprecipitations with non-specific immunoglobulins (IgGs) as a negative control and sequenced the co-precipitated RNA. As expected, with one exception, no significantly enriched RNAs were found in this experiment (Supplementary Figure S1D). This demonstrates the specificity of RNA enrichment in CP31A precipitates.

### 2.2. NDH mRNAs Are Reduced in cp31a Null Mutants

We next investigated chloroplast RNA levels in *cp31a* versus WT samples using an oligonucleotide tiling array that represents the entire chloroplast genome of *Arabidopsis thaliana* in a tiling fashion. We scored only exon probes whose RNA levels were at least one-third lower in the mutant compared to WT. Of all exon probes in the array, 16% represent *ndh* sequences. Importantly, among exon probes whose signals were decreased in the mutants, 75% contained *ndh* sequences (Figure 2a,b, Supplementary Figure S2). No other functional category showed enrichment in this analysis. To confirm these results, we performed RNA gel-blot hybridization experiments for four *ndh* genes that represent the four *ndh* operons in the chloroplast genome (Figure 2c). We analyzed *cp31a* mutant RNAs alongside RNAs from seedlings with impairment in the expression of *SIGMA FACTOR 4* (*SIG4*), which is specifically required for the transcription of the *ndhF* mRNA [9], and *CHLORORESPIRATORY REDUCTION 2* (*CRR2*), which is required for the accumulation of monocistronic *ndhB* transcripts [21]. As expected, the control mutants showed specific defects for their known target RNAs (Figure 2c), while all other transcript patterns are identical to WT and in line with previous publications [19,21,22]. By contrast, the *ndhK* transcripts accumulated to normal levels in these two control lines, and the *ndhD* mRNA was only slightly decreased (Figure 2c). In contrast and consistent with our microarray results, the *cp31a* mutants displayed reductions in all four *ndh* transcripts analyzed. The decrease was most pronounced for *ndhF*, strong for *ndhK* and *ndhB*, and somewhat weaker for *ndhD* (Figure 2c). Collectively, these findings indicate that CP31A stabilizes mRNAs from all four *ndh* operons, suggesting that CP31A regulates *ndh* mRNAs as a group.

### 2.3. NDH Complex Activity Is Reduced, but Not Absent, in cp31a Mutants

To analyze the effect of reduced *ndh* mRNAs on the NDH complex, we isolated thylakoid membranes from wild-type, *cp31a* mutants and *crr2-2* control mutants and subjected them to immunoblot analysis (Figure 3a). There were no working antibodies available to us for the chloroplast encoded subunits of the NDH complex, but is has been shown that the nuclear-encoded subunit NdhL is affected in mutants of the chloroplast-encoded subunits NdhB, D, and F [23]. However, both NdhL as well as a second nuclear-encoded NDH subunit, PnsB2, accumulate to almost WT levels in the *cp31a* mutant. In addition, disruption of CP31A does not affect protein levels of PGRL1 which is a component of the Antimycin A sensitive CET pathway (Figure 3a). We further examined PSI-NDH supercomplex integrity in *cp31a* (Figure 3b). To this end, we separated thylakoid complexes from wild-type, *cp31a* and *crr2-2* control mutants by blue native (BN)-PAGE, transferred denatured complexes to a PVDF membrane and immunodetected the NDH-complex subunit NdhT. NDH-PSI supercomplex formation is only mildly affected in *cp31a* (80 ± 6%), while it is clearly reduced in *crr2-2* (19 ± 2%) compared to the wild-type control. We next investigated the NDH activity by monitoring chlorophyll fluorescence during a light-to-dark transition. Such a light change leads to a transient increase in chlorophyll fluorescence, which is a result of the reduction of plastoquinone by the NDH complex. In mutants defective in NDH activity, this increase of fluorescence in the dark is lacking [24]. In *cp31a* mutants, no or only a minor reduction in the increase in fluorescence was observed, while the control mutant *crr2-2*, which is deficient in the NDH complex, is not showing any increase at all (Figure 3c). This measurement was carried out in primary leaves of 14 days old seedlings. By contrast, a marked decrease in post-illumination fluorescence is observed in cotyledons of the same plants (Figure 3c). Given that the analysis of post-illumination rise in fluorescence is not quantitative, it does not differentiate between different pathways to reduce plastoquinone and is thus in sum impractical to uncover more subtle differences in NDH activity, we decided to measure NDH activity with an additional method. In this assay, chlorophyll fluorescence is observed in purified and ruptured chloroplasts after the addition of NADPH and Fd under low measuring light [25]. The experiment is carried out either in the presence or the absence of antimycin A, an inhibitor of the alternative route of electrons around PSI via PGR5/PGRL1. We observed that the increase in chlorophyll fluorescence after addition of NADPH/Fd reached only a slightly lower plateau in *cp31a* compared with WT. However, after antimycin treatment the effect is much more pronounced (Figure 3d), although the plateau reached in *cp31a* mutants is still higher than in the *crr2-2* mutant (Figure 3d). This suggests that NDH activity is lowered in *cp31a* mutants relative to WT, but not fully absent. Moreover, the contribution of the NDH-dependent pathway to CET is minor under normal conditions (Shikanai et al., 1998) and the impact of CP31A disruption on the post-illumination fluorescence rise might be masked by the activity of the PGR5/PGRL1 pathway.

## 3. Discussion

### 3.1. CP31A Co-Regulates ndh Genes

During the evolution of chloroplasts from cyanobacterial ancestors, operon structures were disrupted, and operons were shuffled. Many chloroplast operons therefore include genes with different functions. 

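On the RefSeq chloroplast sequence of TAIR10.1, *ndhC*, *ndhK* and *ndhJ* lie side by side on the minus strand from 48677 to 50363. *ndhB* lies in the inverted repeat, with a copy from 94941 to 97164, near *rps7* and *rps12* for the small ribosomal subunit. *ndhH*, *ndhA*, *ndhI*, *ndhG*, *ndhE* and *ndhD* lie on the minus strand of the small single-copy region between 115665 and 123192, and *psaC*, which encodes an iron-sulfur protein of photosystem I, stands between *ndhE* and *ndhD*. The mRNA of *psaC* had a log2 enrichment of 0.25 ± 0.42 (SD, n = 3 pairs) and did not pass the test (adjusted p = 0.432 from limma), though without replicate 1 it passed at 0.47 (adjusted p = 0.00144 from limma). Its direction depends on the scaling: it was -0.58 with the median of each library set to 0, -0.25 rescaled without the 3 most abundant RNAs, and -0.44 and -0.33 with the recovered reads scaled by the median and by a trimmed mean of ratios (chosen after the values were seen), and did not pass in any of these. It lay below the mean of its neighbours *ndhD* and *ndhE* in 3 of 3 pairs, with a mean log2 difference of -1.27 ± 0.98 (SD, n = 3 pairs), and in the input its TPM was 2.40 times theirs. *rps7* and *rps12* were both enriched below 2-fold on the TPM scale, and neither passed without replicate 2 or without replicate 3; without replicate 1 both were targets, at 1.05 and 1.11, with *ndhB* at 0.99. They lay below *ndhB* in 1 of 3 pairs each, with mean log2 differences of -0.47 ± 0.92 and -0.62 ± 1.28 (SD, n = 3 pairs), which are smaller than the spread between pairs. Tested within libraries, the difference of *psaC* passed (adjusted p = 0.0305 over 3 differences from limma) and those of *rps7* and *rps12* did not (adjusted p = 0.225 for both from limma). The size of these differences rests on replicate 1: without it they were -0.70 for *psaC*, which passed, and 0.06 and 0.12 for *rps7* and *rps12*, which did not. Without replicate 2 the difference of *rps12* was -1.02 and passed (adjusted p = 0.0374 from limma). The pairs left there went opposite ways, with *rps12* at 0.11 and 0.93 and *ndhB* at 2.21 and 0.86 in replicates 1 and 3. All 3 differences had the same standard error, 0.13 without replicate 1 and 0.44 without replicate 2. These passes, and the calls of *psaC*, *rps7* and *rps12* with a replicate left out, therefore do not measure agreement between the remaining pairs. An exact sign-flip test of *psaC* over 3 pairs gave p = 0.25, the smallest that 3 pairs allow. Both tests were chosen after the values were seen. *rps15*, next to *ndhH*, was not analysed here.

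**Figure D3:**
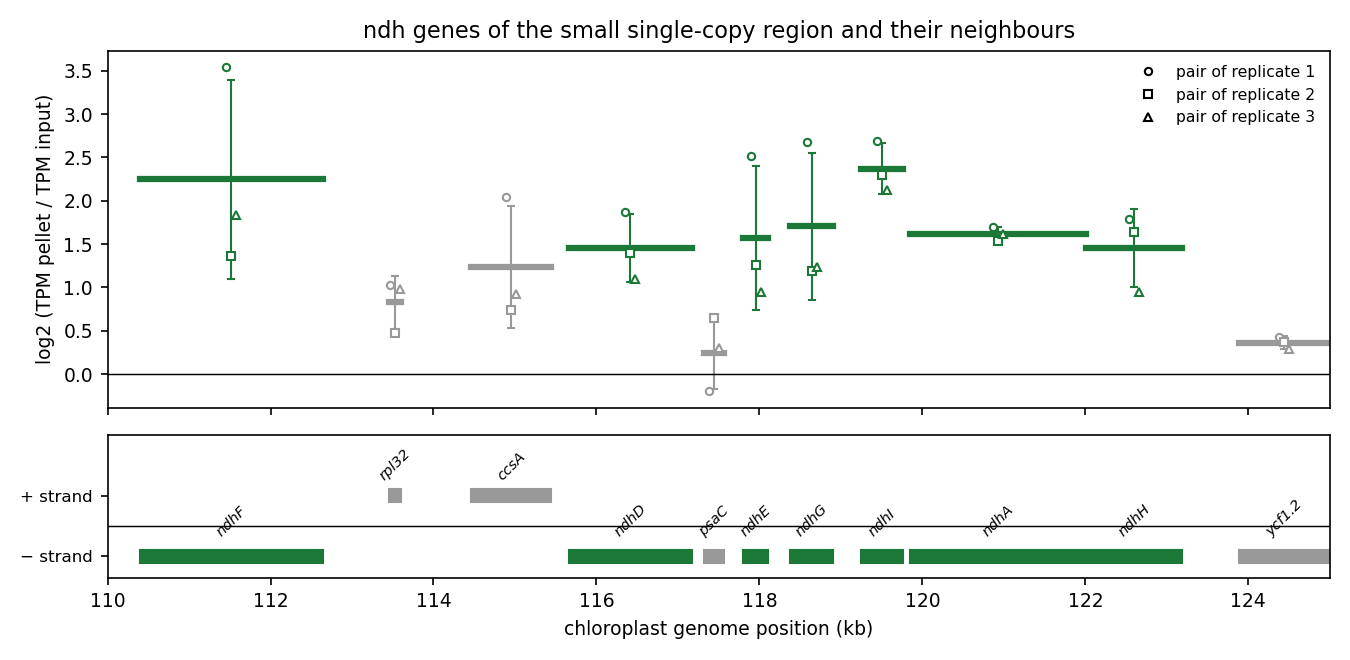
Log2 enrichment (TPM in the pellet over TPM in the input) along the small single-copy region, with position in kb, the mean over the length of each gene as a bar, its SD over 3 pairs, and a symbol for each pair. *ndh* genes are green and other genes grey, with their strands drawn in the lower panel; *psaC* (0.25) stands below *ndhE* (1.57) and *ndhD* (1.46) on either side.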

The *ndh* genes, for example, are separated into four transcriptional units in *Arabidopsis* and are mixed with genes from other functional categories. This lack of conservation of operon structures suggests that transcriptional units are less important than other processes for *ndh* gene regulation in the chloroplast context, giving way to post-transcriptional processes. Translation plays an important role for regulation [27], but it remains unclear, how post-transcriptional co-regulation is achieved prior to translation. Our data lead us to propose that CP31A associates with all *ndh* mRNAs and that it prefers *ndh* mRNAs over any other transcripts. This was made possible by applying the DO-RIP-Seq technique to plants. 

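The median log2 enrichment was 1.57 for the 11 *ndh* mRNAs and 0.56 for the other RNAs, and it was 1.90, 1.53 and 1.23 for the *ndh* mRNAs in the pairs of replicates 1, 2 and 3. Among the other groups, the mRNAs for the plastid RNA polymerase had the highest median, 0.96 with 2 of 4 as targets, followed by 0.92 for 6 genes of other functions, 0.78 for the genes on shared transcripts (*psaC*, *rps7* and *rps12*), 0.77 for the small ribosomal subunit, 0.72 for the cytochrome *b*_6_*f* complex, 0.48 for the *ycf* genes, 0.45 for the ATP synthase, 0.43 for photosystem II, 0.38 for photosystem I and 0.0028 for the large ribosomal subunit. These medians are on the TPM scale, and with the median of each library set to 0 those from 0.78 downward lie below 0. In input 1, 6 of 7 mRNAs for the large ribosomal subunit and 5 of 6 for the ATP synthase lay above the mean of the other inputs. Set against all other RNAs with camera in limma, at a preset correlation of 0.01 between the RNAs of a group, the *ndh* group stood higher at an adjusted p = 0.000589 over 11 groups. With an estimated correlation, which here rests on 2 residual degrees of freedom, the adjusted p = 0.829 from camera in limma (unadjusted 0.108). None of the other groups passed camera in limma at the preset correlation; the large ribosomal subunit alone had an unadjusted p under 0.05 (0.0309, lower than the other RNAs). The *ndh* mRNAs also stood above RNAs of similar abundance: in 10000 random lists of 11 other RNAs matched on input TPM, the median enrichment was 0.81 in the middle list and 1.18 in the highest, below that of the *ndh* mRNAs. The same held in each of the 3 pairs taken alone and for lists matched on gene length, where the highest list had 1.08. Over the 3 pairs no list could reach the *ndh* median, since each RNA outside the group lay below it (highest *rpoA*, 1.46). The rank above all lists therefore does not weigh abundance or gene length as an explanation. The middle list of 0.81 stands against 0.56 for all other RNAs. This ranking describes RNAs within these libraries, and RNAs are not independent replicates. Targets outside the group, such as *rpoA* and *psbM*, had means within the range of the *ndh* mRNAs. Precipitates with non-specific immunoglobulins, which the paper reports in Supplementary Figure S1D, were not analysed here. The paper proposes that CP31A associates with the mRNAs of all *ndh* genes and has a preference for them over other transcripts.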

We show that DO-RIP-Seq allows straight-forward quantification of RNA targets of plant RNA binding proteins. This complements the crosslinking and immunoprecipitation method (iCLIP) applied to plants previously, which allows base-resolution of RNA binding sites, but is also much more elaborate [28]. A caveat of this approach is that the cross-linking step may lead to fixation of interactions of CP31A with other proteins and thus it cannot be determined whether the identified RNA targets are directly or indirectly associated with CP31A. Given that cpRNPs have been demonstrated to bind RNA directly with their two canonical RNA recognition motifs [29,30], we assume that at least some of CP31A’s target RNAs in DO-RIP-Seq experiments are due to direct interactions. How CP31A identifies *ndh* transcripts is unclear at present. We did a survey of GC content and sequence motifs but could not identify anything that would separate the *ndh* genes from other chloroplast genes. 

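The counting windows of the 11 *ndh* genes had a GC content of 33.0% ± 3.23 (SD, n = 11), from 28.7% for *ndhI* to 37.3% for *ndhB*. Those of 61 other chloroplast genes had 34.5% ± 4.46 (SD, n = 61), from 25.9% to 42.8%, and 35 of them fell within the range of the *ndh* genes. The difference of -1.54 percentage points did not pass a two-sided permutation test (p = 0.282, 100000 permutations). Among the 4096 possible hexamers, TTATGA had the largest excess in the *ndh* windows relative to its spread over windows. It occurred 2.05 ± 1.62 times per kb in the *ndh* windows and 0.654 ± 1.04 times per kb in the others (SD over windows), and it was found in 11 of 11 *ndh* windows and 28 of 61 others. When group labels were permuted 10000 times, the largest excess of any hexamer was as high with a one-sided permutation p = 0.648. Hexamers rarer in the *ndh* windows were not searched, and the counts of windows holding TTATGA were not matched for window length. Across 72 RNAs, enrichment was higher at lower GC content, with Pearson's r = -0.34 (permutation p = 0.00302, adjusted over 12 relations 0.0121) and Spearman's rho = -0.32 (permutation p = 0.00643, adjusted 0.0386). Among the 61 RNAs outside the *ndh* group, r was -0.32 (adjusted permutation p = 0.0397) and rho was -0.30 (adjusted permutation p = 0.0518). In the pairs of replicates 2 and 3 alone, r over the 72 RNAs was -0.27 (adjusted permutation p = 0.0490) and rho was -0.23 (adjusted permutation p = 0.103). Over the 61 RNAs outside the *ndh* group, these pairs gave r = -0.24 (adjusted permutation p = 0.0951) and rho = -0.22 (adjusted permutation p = 0.130). The relation of enrichment to GC content was thus weaker without replicate 1. The change was not tested, and the relation was not computed without replicate 2 or without replicate 3. *rps12*, which is trans-spliced, was left out for lack of a single window, and RNAs are not independent replicates.

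**Figure D4:**
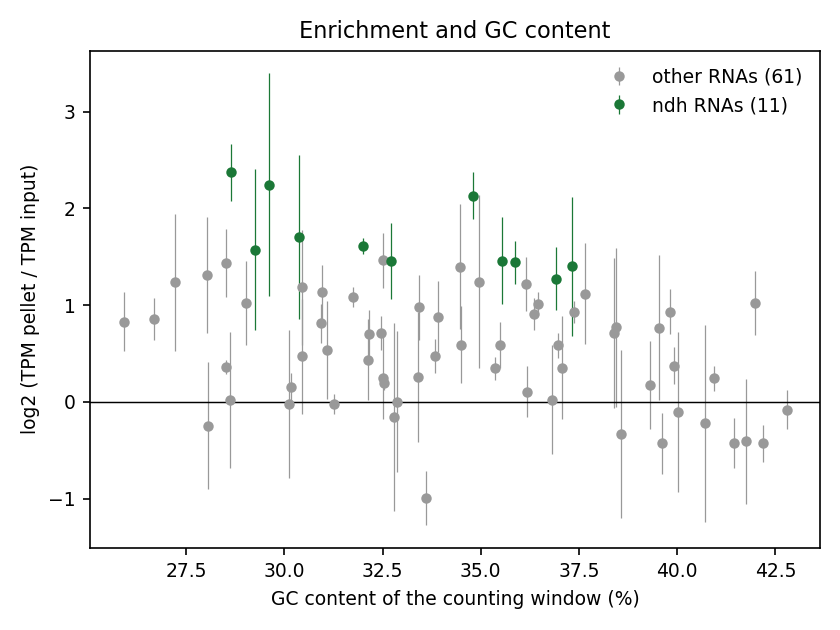
Log2 enrichment (TPM in the pellet over TPM in the input; mean ± SD of 3 pairs) against the GC content of the counting window in percent, for 11 *ndh* RNAs (green) and 61 other RNAs (grey). The *ndh* RNAs spread over GC contents from 28.7% to 37.3%, among the other RNAs.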

Techniques to resolve the binding sites of CP31A could help to understand its preference for *ndh* mRNAs.

Importantly, the preference for *ndh* mRNAs is functionally relevant. *ndh* mRNAs are reduced in *cp31a* mutants more than any other gene class. Since the loss of CP31A does not impede transcription [19] and given that cpRNPs stabilize RNAs in vitro [31], we conclude that the protein is required for the stability of *ndh* mRNAs. Such a stabilizing role could be carried out in conjunction with other proteins, i.e., PPR proteins. An alternative explanation is that the loss of one RNA of the NDH complex has an indirect, hierarchical effect on the other *ndh* RNAs that yields the observed reduction in all *ndh* mRNAs. This phenomenon has been well described for hierarchical protein synthesis cascades in chloroplasts [32], but it has not been previously shown to be relevant at the level of mRNA synthesis or stability. Moreover, the likelihood of this scenario is weakened by our observation that the losses of *ndhF* or *ndhB* in the *sig4* or *crr2* mutants, respectively, were not followed by the loss of all *ndh* mRNAs. Taken together, our data indicate that CP31A serves to combine *ndh* mRNAs from different genomic loci into a post-transcriptional operon in the chloroplast. Similar post-transcriptional operons, or “RNA regulons”, have been well-described in fruit flies, budding yeast, and mammalian cells [33], but were unknown in chloroplasts. In most cases, these RNA operons function in the combined translation and/or stabilization of the participating RNAs [34,35,36]. Given the RNA-stabilizing roles of cpRNPs in general and of CP31A in particular, we propose that CP31A adjusts the stability of the *ndh* transcripts as a group.

### 3.2. CP31A Supports NDH Activity

The reduction of *ndh* mRNAs in *cp31a* mutants raises the question of the physiological consequences of CP31A activity. The NHD complex is known to contribute to electron routes from stromal sources into the plastoquinone pool and thus also supports cyclic electron flow around photosystem I [37]. The measurements of electron transport in *cp31a* mutants after light–dark shifts suggests that there is a decreased capacity to reduce the plastoquinone pool in the mutant. However, the reduction is at best mild and only clearly visible when measuring this effect in cotyledons. When we used Antimycin A to block the flow of electrons via the competing PGR5/PGRL1 shunt, we observed a clear reduction of cyclic electron flow in the *cp31a* mutants versus WT plants. These results indicate that the PGR5/PGRL1 route compensates for the reduced activity of the NDH complex in *cp31a* mutants. Importantly, the reduction in CET seen is not as pronounced as in *crr2* mutants. CRR2 mutants show a drastic reduction of the *ndhB* mRNA and were demonstrated previously to show a strong reduction in NDH complex accumulation and activity [21]. The comparatively mild reduction in *cp31a* mutant suggests that there is considerable residual NDH complex activity in these plants. This is in line with our observation that only a slight reduction of PSI-NDH supercomplex formation could be identified in BN PAGE gels. These results are at variance with our previous measurements that suggested a more drastic reduction of NDH activity in *cp31a* plants grown in the green house [18], while the plants analyzed here were raised in a phytotron. In general, different analyses of NDH complex mutants have yet to deliver a uniform picture of the function of the complex, its impact on electron transport, and other resulting phenotypes. This is particularly controversial when it comes to the role of the NDH complex under different stress conditions. There is, for example, an ongoing debate about the susceptibility of NDH complex mutants to strong light [38,39,40,41]. Moreover, NDH function can be activated by hydrogen peroxide [42] and is linked to the chloroplast redox regulation network via the NADPH-thioredoxin reductase NTRC [43]. Clearly, the function of the NDH complex differs depending on plant and leaf age, growth conditions, and which species is analyzed [44]. In this regard, it is noteworthy that we report here a lower activity of the NDH complex in cotyledons than in primary leaves of *cp31a* mutants. Cotyledons are not only older than primary leaves but are also physiologically and morphologically very different from primary leaves, all of which could underlie the bigger impact of the *cp31a* lesion on NDH complex activity in this tissue. In sum, we propose that differences in growth conditions and leaf age are behind the variance observed in NDH activity in *cp31a* mutants. Understanding the physiological relevance of CP31A for NDH complex activity under varying conditions will require further investigation.

## 4. Materials and Methods

### 4.1. Plant Growth

*Arabidopsis thaliana* Columbia-0, *cp31a-1* T-DNA insertion mutants [18] were grown on soil with a 16 h light/8 h dark cycle at 23 °C in a CLF growth cabinet at 120 µmol·m^−2^·s^−1^. For DO-RIP-seq experiments plants were grown on a soil/vermiculite 4:1 mixture at 21 °C for 14 days (normal conditions).

### 4.2. Immunoblot Analysis

Immunoblot analysis for the DO-RIP-seq experiments was performed as previously reported [19] with protein samples taken from the input, supernatant and pellet fraction of the co-immunoprecipitations.

### 4.3. DO-RIP-Seq Analysis

This protocol was built on previous efforts to identify quantitatively RNA species bound to an RBP in human cells [20,45]. *Arabidopsis thaliana* plants were harvested in triplicates after 14 days and flash-frozen in liquid nitrogen. The flash-frozen plant material was ground in liquid nitrogen. Between 250 to 350 mg plant material was suspended in 3 mL DO-RIP-seq lysis buffer containing formaldehyde (50 mM HEPES-KOH pH 8.0, 200 mM KCl, 5 mM MgCl_2_, 5 mM CaCl_2_, 0.5% Nonidet P-40, 0.5% Sodium deoxycholate, 1x cOmplete^TM^, EDTA-free Protease Inhibitor Cocktail (Roche), 1% formaldehyde) per 1 g plant material. Crosslinking was performed for 10 min at room temperature, while samples were constantly rotated and quenched by the addition of 125 mM glycine with subsequent incubation at room temperature for 5 min. The plant extract was centrifuged for 20 min at 20,000× *g* and 4 °C to remove insoluble plant material. An aliqout of the supernatant was used for a BCA assay (Pierce™ BCA™ Protein-Assay), in order to normalize the input amount used for immunoprecipitation according to protein content. The rest of the supernatant was stored at −80 °C.

For the DO-RIP, 8 µL affinity-purified anti-CP31A antibody [19] was bound to 50 µL Dynabeads ProteinG (Invitrogen) under rotation (15 rpm). The plant extract was thawed and centrifuged for 10 min at 20,000× *g* and 4 °C. A volume representing approximately 2 mg of protein of each sample was filled up to 790 µL using CO-IP buffer (150 mM NaCl, 20 mM Tris-HCl pH 7.5, 2 mM MgCl_2_, 0.5% Nonidet P-40, 5µg/mL Aprotinin). 10 µL RNaseI (0.5U/µL) were added to each sample, as well as the antibody-coated magnetic beads resuspended in 200 µL CO-IP buffer. The samples were then incubated for 60 min at 15 rpm and 4 °C. A total of 190 µL of the antibody-bead solution was taken as the input sample. After the IP, the beads were washed four times in CoIP buffer and resuspended in Proteinase K buffer (100 mM NaCl, 10 mM Tris-HCl pH 7.0, 1 mM EDTA, 0.5% SDS). 10 µL SDS (10%) were added to the input samples.

The crosslink was reversed with 0.1 mg/mL Proteinase K (ThermoFisher Scientific, Darmstadt, Germany) at 50 °C for 1 h and RNA was extracted from input and pellet fractions using TRIzol and RNA Clean and Concentrator Columns (Zymo Research, Irvine, CA, USA) according to the manufacturer’s instructions.

Library preparation was performed with the NEBNext^®^ Multiplex Small RNA Library Prep Set for Illumina (New England BioLabs, Frankfurt, Germany) according to the manufacturer’s instructions with few deviations. Library preparation was performed for half the volume. Additionally, a 5′ adaptor including unique molecular identifiers (UMI) was used (5′-rGrUrUrCrArGrArGrUrUrCrUrArCrArGrUrCrCrGrArCrGrArUrCGATCNNNNNNNN-3′). PCR amplification was performed using the KAPA HiFi HotStart ReadyMix with the cycling protocol for library amplification for Illumina platforms and an annealing temperature of 62 °C. The PCR amplified cDNA construct was purified using the GeneJET PCR Purification Kit (ThermoFisher Scientific) according to the manufacturer’s instructions and then separated on 6% polyacrylamide gel. Library fragments between 160 bp and 190 bp were extracted from the gel according to the NEBNext^®^ protocol and subjected to Illumina sequencing.

For the bioinformatic identification of the CP31A target RNAs, the following steps were performed. The samples were adapter trimmed and filtered for reads size between 40 and 60 bp, using TrimGalore (0.6.4). The 8 bp UMI sequence in the RNA adapter was extracted and reads were deduplicated after mapping using umi_tools (0.5.4). Mapping was performed using STAR (2.5.3). The *Arabidopsis thaliana* genome TAIR 10 was used as reference. The intron length was set to minimum 500 bp and maximum 1200 bp, reflecting the intron length in the chloroplast genome. Read counts were calculated using the featureCounts function of Rsubread (2.0.1) for all protein-coding genes in the chloroplast, including intronic sequences and 100 bp of upstream and downstream UTR. Read counts of all samples were normalized by gene length and library depth using TPM. In order to avoid biased results from stochastic noise, a high pass filter was used to exclude genes from the analysis, which had less than 5 read counts in any sample. The TPM scores for each gene were log2-transformed for the calculation of enrichment values of pulldown samples over input samples and for the calculation of significance of enrichment by a one-sided, paired t-test using the three replicates of input and pulldown samples.

### 4.4. Microarray Analysis

Leaves from two-weeks-old *Arabidopsis thaliana* WT and *cp31a* seedlings (1.6 g each) were homogenized in liquid nitrogen, thawed in 10.6 mL ribosome extraction buffer [46] and flash-frozen in liquid nitrogen. Total RNA was extracted using TRIzol^TM^ (Thermo Fisher) according to the manufacturer’s instructions. DNA was removed by multiple DNaseI treatments. Ribosomal RNA (rRNA) was removed from the samples using the Plant Leaf Ribo-Zero^TM^ Magnetic Kit (Illumina Inc., San Diego, CA, USA) according to the manufacturer’s instructions. The rRNA-depleted RNA was fragmented by incubation in fragmentation buffer [46] for 12.5 min at 85 °C. The reaction was stopped by the addition of EDTA, pH 8.0 to a final concentration of 50 mM. RNA was extracted using phenol/chloroform/isoamyl alcohol and ethanol precipitation. Equal amounts of fragmented RNA from WT and *cp31a* were labeled with fluorescent dyes (Cy5 and Cy3) using the ULS^TM^ aRNA labeling kit (KREATECH Diagnostics, Leica Biosystems, Nussloch, Germany) according to the manufacturer’s instructions. Hybridization was performed as in [46] to a custom microarray (MYcroarray, Ann Arbor, Mi, USA) covering the complete *Arabidopsis thaliana* chloroplast genome. Array washing, scanning and initial analysis was performed as described in [47]. Probes were assigned to different gene categories (see Supplementary Table S3). Median fluorescent ratios of WT versus *cp31a* mutants were normalized to their total intensity between the three biological replicates. Normalized median ratios were used to calculate the mean of all replicates. Probes with less than six spots total, probes overlapping genes belonging to different categories and rRNA probes were not included in the analysis. Only exon probes showing at least 1.5-fold stronger signals in WT versus *cp31a* mutants were scored.

### 4.5. RNA Extraction and RNA Gel Blot Analysis

Total RNA was extracted from fully developed leafs (0.1 g) powdered in liquid nitrogen using Trizol (Thermo Fisher) according to the manufacturer’s protocol. DNA was removed from RNA samples by three consecutive DNase I treatments and Phenol/Chloroform/Isoamyl alcohol extractions. Total RNA (4 µg) was fractioned on 1.2% agarose gels containing 1.2% formaldehyde, blotted and hybridized with radiolabeled RNA probes produced by T7 in vitro transcription from PCR products generated with primer combinations described in Supplementary Table S4.

### 4.6. Analysis of NDH Complex Abundance

Thylakoids were isolated as described in [48] from four-week-old plants grown on potting soil (A210, Stender AG, Schermbeck, Germany) exposed to a long-day light regime (80–120 µE m^2^ s^−1^, 16 h light/8 h dark) in a temperature-controlled growth cabinet (22 °C in the light phase, 18 °C in the dark phase). Chlorophyll concentration was determined according to [49]. SDS-, BN-PAGE and immunodetection assays were carried out as described [50]. NdhT signals derived from PSI-NDH supercomplexes were quantified with the Bio-1D software (Vilbert Lourmat, Eberhardzell, Germany).

### 4.7. NDH Complex Activity Analysis

The postillumination chlorophyll fluorescence rise was determined as described in Shikanai et al. 1998 using an imaging chlorophyll fluorometer (Imaging-PAM system; Heinz Walz GmbH, Effeltrich, Germany). After dark-incubation for 20 min, seedlings in the four-leaf stage were exposed to pulsed, blue measuring light. Maximal chlorophyll fluorescence (Fm) was recorded by applying a short saturating light flash. Then, plants were subjected to 5 min of blue actinic light (80 µmol × m^−2^ s^−1^) followed by dark incubation to analyse the postillumination chlorophyll fluorescence rise of cotyledons and primary leaves. CET activity measurements of ruptured chloroplasts were carried out as described [51,52].

## Figures and Tables

**Figure 1:**
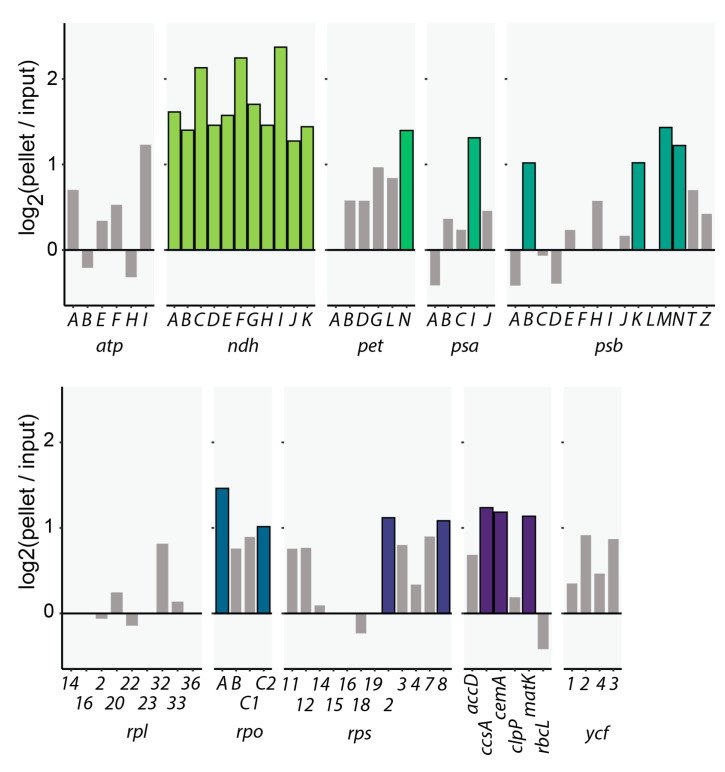
Target RNAs of CP31A identified by DO-RIP-Seq. The enrichment of RNAs in the pellet samples of CP31A over the respective input samples is shown for all protein coding chloroplast genes (based on the TPM normalized and log_2_-transformed read counts for every gene in every sample). Three biological replicates were used. Genes surpassing the cut-off criteria, namely enrichment of ≥log_2_(1) and ≤*p* 0.05 were considered targets. Results for non-target genes were greyed out.

**Figure 2:**
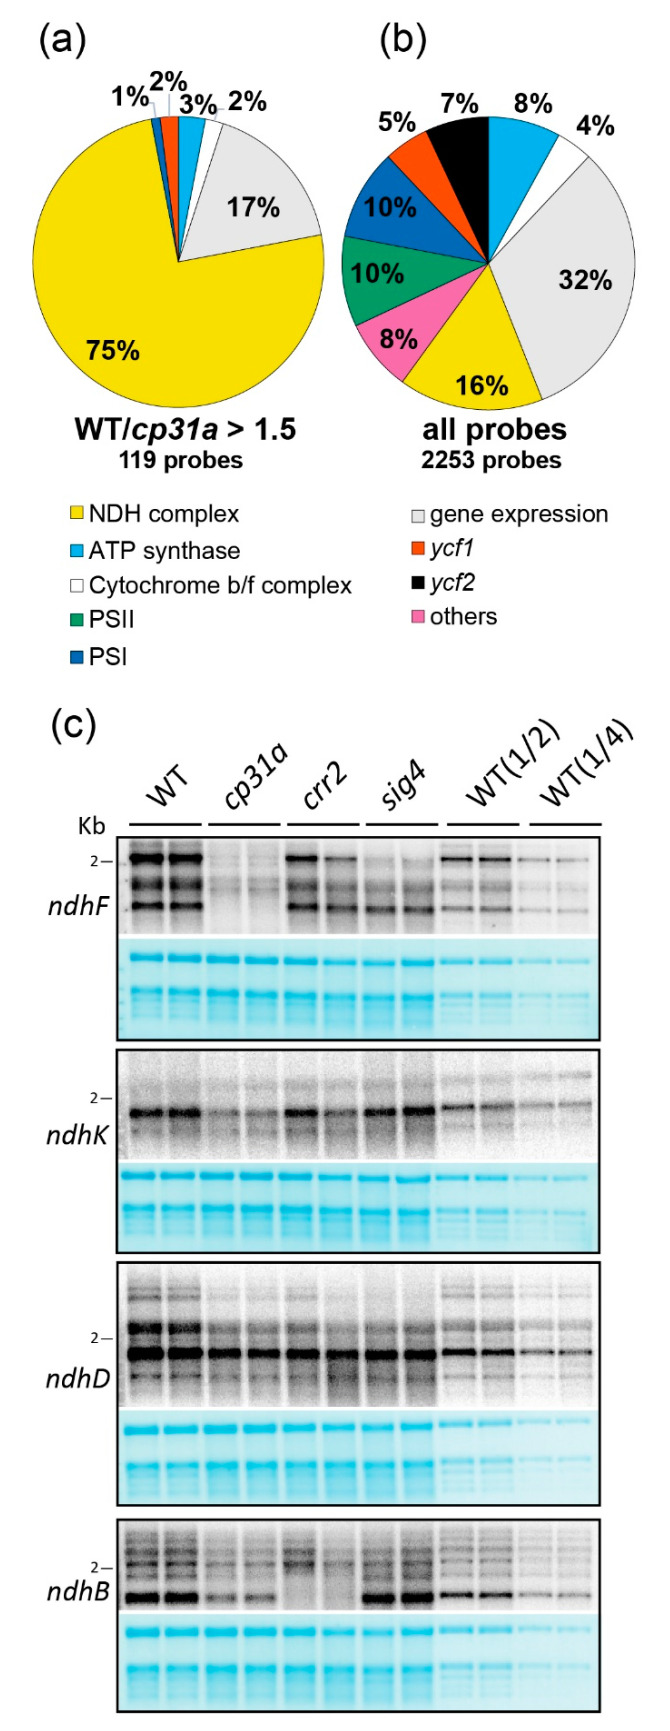
Analysis of RNA accumulation in *cp31a* mutants. (**a**) Summary of microarray analyses of 14 days old WT and *cp31a* mutant seedlings. Relative abundance of exon probes showing at least 1.5-fold stronger signals in WT versus *cp31a* mutants. Three replicate microarray hybridizations were analyzed and assigned to different gene categories. All results are presented in Supplementary Table S3. (**b**) Relative distribution of all exon probes on the microarray to different gene categories. (**c**) RNA gel blot analysis of 14 days old Arabidopsis seedlings. A quantity of 4 µg RNA from WT, *cp31a* mutants, and two control mutants (*crr2* and *sig4*) together with dilutions of WT samples (1/2 and 1/4) were probed with radiolabeled RNA probes against four different *ndh* genes. The resulting autoradiographs are always shown with the corresponding methylene blue stains of the membranes (below). The 2 kb marker band is shown as a reference.

**Figure 3:**
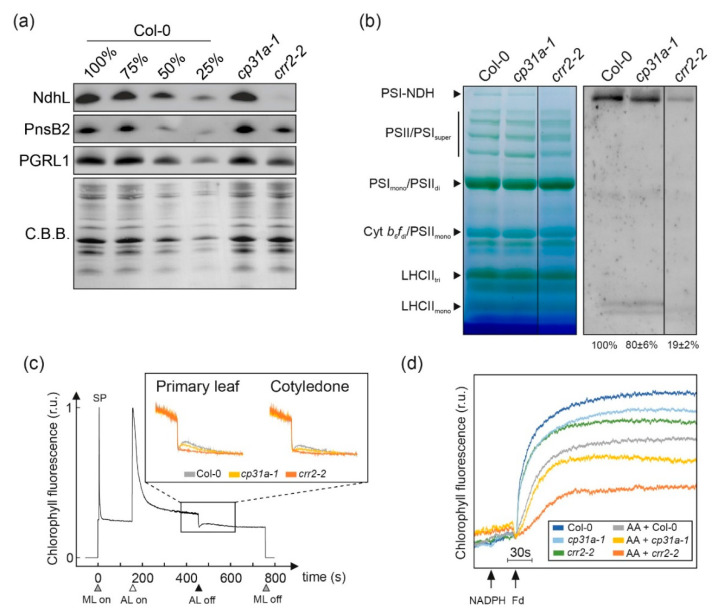
Analysis of NDH complex accumulation and activity in *cp31a* mutants. (**a**) Thylakoid membranes were isolated from wild-type (Col-0), *cp31a* and *crr2* plants. Proteins samples adjusted to 2.5 µg chlorophyll were size-fractionated on SDS-PAGEs, transferred to polyvinylidene difluoride membranes (PVDF) and probed with antibodies raised against NdhL, PnsB2 and PGRL1. As loading control, PVDF membranes were stained with Coomassie Brilliant Blue G-250 (C.B.B.). (**b**) Thylakoid membranes from wild-type (Col-0), *cp31a* and *crr2* plants corresponding to 80 µg chlorophyll were solubilized with 1% [*w/v*] *n*-dodecyl *β*-D-maltoside and fractionated by 4 to 12% BN-PAGE. The major protein complexes were assigned to individual bands as described [26]. Denatured protein complexes were then transferred to a PVDF membrane and probed with antibodies raised against the NdhT subunit of the NDH complex. NDH-PSI supercomplex amounts in *cp31a-1* and *crr2-2* were quantified relative to wild-type samples. Averages and standard deviations calculated from three technical replicates are shown below the immunodetection. (**c**) NDH activity of 4-week-old wild-type (Col-0), *cp31a* and *crr2* plants was assessed by chlorophyll fluorescence imaging analysis during a light-to-dark transition. Measurements were made with leaves or cotyledons of 2-week-old plants. Leaves were exposed to a saturating light flash (SP) to obtain maximum fluorescence (Fm) and then to low actinic light (AL) for 5 min. AL was then turned off and the subsequent transient rise in fluorescence ascribed to NDH activity was monitored using a pulse amplitude modulation chlorophyll fluorometer. The main panel shows the typical course of wild-type chlorophyll fluorescence under these conditions. Insets are magnified traces from the boxed area normalized to Fm. ML, measuring light. (**d**) Quantification of cyclic electron transport (CET) rates by measuring the increases in chlorophyll fluorescence in ruptured chloroplasts under low measuring light (1 µE/m^2^ s^−1^), after the addition of NADPH and Fd. Measurements were carried out with or without adding an inhibitor of the PGR5/PGRL1-dependent pathway of CET (Antimycin A = AA) to detect the activity of the alternative CET route via the NDH complex. Chlorophyll fluorescence was normalized to Fm, which was determined by application of an initial saturating light flash.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/16/5633/s1.

## Abbreviations

RBP	RNA binding protein
DO-RIP-Seq	Digestion-optimized RNA co-immunoprecipitation and sequencing
cpRNP	Chloroplast ribonucleoprotein
NDH complex	NAD(P)H dehydrogenase-like (NDH) complex
Fd	ferredoxin

How the deposited data were processed for this re-analysis (not part of the article)

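RNA fragments from 14-day-old wild-type *Arabidopsis* seedlings were measured by DO-RIP-Seq in 3 input libraries and 3 CP31A pellet libraries, with replicate numbers 1, 2 and 3 in each. The paper calls them biological replicates. Libraries with non-specific immunoglobulins and the tiling arrays were not analysed here.

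According to the methods and the submitters' processing notes, the authors trimmed reads with Trim Galore 0.6.4, extracted and collapsed molecular identifiers with UMI-tools 0.5.4, aligned to TAIR10 with STAR 2.5.3 and counted with featureCounts over each protein-coding chloroplast gene, introns and 100 nt on each side included, on the coding strand. The authors left out genes with few reads in any library. The authors then divided by window length and library depth and deposited TPM for 77 gene entries in each library. The deposited table also gives log2 TPM for each library, the log2 ratio of pellet over input as a mean over the replicates, and the deposited p-value of a one-sided paired t-test for each gene. Log2 values recomputed from TPM differed from the deposited log2 values by at most 3.55e-15. The authors' p-values were used only to compare calls. TPM sums over the deposited entries lay between 996097 and 998550.

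The test assumed for the case of read counts was not used, since the table holds TPM; limma on log2 TPM, fixed for that case, was used instead. The sample mapping, the tests, the groups and the first set of alternatives were fixed before the data were examined. Gene positions came from the RefSeq chloroplast sequence of TAIR10.1 (154478 bp). Its window lengths, with a factor fitted for each library, turned TPM into whole reads for 75 of the 77 entries in every library. The tolerance was 0.0001 reads, and the factor was the smallest at which most values were whole. For *psbC* and *rps12* the values gave whole reads only with windows of 1586 nt and 995 nt, against 1622 nt and 314 nt from the annotation. Copies in the inverted repeat were merged to 1 RNA, and their log2 TPM differed by 0 for *ndhB* and *ycf2* and by at most 0.14 for *rps7* and 0.36 for *rpl2*. Of 78 protein-coding gene names in the annotation, *psbF*, *psbL*, *rpl23*, *rpl36*, *rps15* and *rps19* were not analysed here.

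Depth was computed as reads per RNA from TPM and window length; reads per library and per RNA stand with the results. These reads had duplicates removed by molecular identifiers, and the counting errors given cover counting alone. A chi-square comparison of the reads of each pair of libraries within a condition gave 12.5 to 47.3 per degree of freedom (72 degrees of freedom), so that no library was a repeat of another.

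Enrichment was fitted with limma 3.58.1 (lmFit and eBayes; 6.50 prior degrees of freedom) in R 4.3.3 on log2 TPM without a pseudocount, with the replicate number as a block, two-sided, and adjusted by Benjamini-Hochberg over 73 RNAs. Targets had a log2 enrichment of at least 1 and an adjusted p under 0.05. The block follows the methods, which pair each pellet with its input, and the input came from the same mix as the pellet. Deviations from the group means correlated within replicate numbers at 0.17, 0.30 and -0.03 for replicates 1, 2 and 3. Between unlike numbers they ran from -0.27 (input 1 with pellet 2) to 0.19 (input 3 with pellet 2). The pairing is thus not clear from these values. The SDs of the deviations were 0.58, 0.35 and 0.27 in the inputs and 0.12, 0.07 and 0.09 in the pellets. Groups were set by gene name (*ndh*, *atp*, *pet*, *psa*, *psb*, *rpl*, *rps*, *rpo*, *ycf*, other genes, and non-*ndh* genes on shared transcripts) and tested with camera in limma at a preset correlation of 0.01, with an estimated correlation as an alternative. Differences between neighbours on shared transcripts were tested with limma on differences within libraries, adjusted over 3, and with an exact sign-flip test, both chosen after the values were seen. Random lists drew each member from the 10 RNAs nearest in rank. Bootstrap limits used 2000 draws of RNAs. Permutation tests used 100000 permutations, and 10000 for the hexamers. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

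The genes named in the text are the 24 shown as targets in Figure 1 (seen before the data), the 10 with the highest and the 5 with the lowest enrichment, every RNA that passed and is not among the 24, *psaC*, *rps7*, *rps12* and *rps15*, which share transcripts with *ndh* genes, and *psbA* and *rbcL* as abundant mRNAs. Some items are not reported here. *psbC*, *rpl22* and *ycf1.2* fall outside this rule and were chosen after their values were seen.

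The fit was tested on simulated data for the comparison of pellet and input over 73 RNAs, with 20 RNAs changed in each of 50 simulations. Changes of 0.6, 1.2 and 2 on the log2 scale were recovered in 9.9%, 79.1% and 93.7% of cases, and 9.17%, 5.38% and 4.39% of the calls were false. A shift of 1 given to the *ndh* group was called by camera in 100% of simulations, and a shift of 0 in 0%. The noise was drawn independently for each RNA, while the estimated correlation of the real *ndh* group was 0.19. These simulations therefore do not test the false calls of camera among correlated RNAs.

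Alternatives were other scalings of the libraries (on TPM, and on the recovered reads by the median of ratios and by a trimmed mean of ratios, computed directly and tested with limma), filters on low values, pseudocounts of 1 and 100, the fit without the block, the methods' paired t-test, fold thresholds, leaving out each replicate, other measures of correlation and other matching of lists. The closing section gives their effect. With a replicate left out, p from limma followed the size of the mean log2 enrichment, as with a variance shared by all RNAs. Calls from those fits do not measure the spread of an RNA between the remaining pairs.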

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

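The tests chosen only after the result was seen are the filter of 20 reads, the scalings of recovered reads, the 77 entries taken separately, the tests between neighbours on shared transcripts, the GC-matched lists and the matched lists without each replicate. The 25 targets with 11 *ndh* mRNAs became 3 with 3 when the median of each library was set to 0. Rescaling TPM without the 3 most abundant RNAs also gave 3 with 3. The methods' paired t-test after adjustment gave 12 with 6 (the cause was not tested). Among the 49 RNAs with at least 20 reads in every library there were 12 with 5. That filter removed the other targets before the test, and each target left kept its call. Of the 10 most enriched of the 49, 5 were *ndh* mRNAs, and *ndhF* has no value there. With the median set to 0, *rpl32* (-0.0034), *rps3* (-0.019), *rps12* (-0.053), *psbT* (-0.12) and *accD* (-0.13) changed sign and did not pass; *psaC*, which passed on neither scale, went from 0.25 to -0.58. Of the 42 RNAs named by the rule, 6 kept their call there (*psaC* counts here as not passing), 27 lost it and 4 (*psbA*, *rbcL*, *psaA* and *psbD*) became depleted. Of those with a value, 7 of 40 kept their call in the rescaled libraries and 19 of 37 under the adjusted t-test. With a log2(TPM + 1) or log2(TPM + 100) scale all 42 were kept, with 25 and 23 targets. At the 10th percentile of mean TPM, 23 of 65 RNAs were targets, and with no fold threshold or 1.5-fold, 36. Without the replicate block, which ignores the pairing, there were 25 targets, 40 RNAs enriched instead of 36, and no named call changed. Leaving out a replicate gave 21 to 26 targets, 10 to 11 of them *ndh*, with 7 to 9 *ndh* mRNAs in the top 10 and *ndhF* at rank 1 to 3; enriched RNAs numbered 58, 26 and 21 without replicates 1, 2 and 3. Without replicate 1, 17 of the 25 targets were kept, without replicate 2, 24, and without replicate 3, 21. Of the 42 named calls, 38 were kept without replicate 1 (the other 4 were gained), 32 without replicate 2 and 26 without replicate 3. In those fits p followed the size of the mean log2 enrichment, so the calls do not measure the spread of an RNA between the remaining pairs. The *ndh* group passed camera in limma without the block (adjusted p = 0.00178) and with any replicate left out (2.0e-07 to 7.53e-05), and did not with an estimated correlation (0.829), where 2 residual degrees of freedom are left. The p-values with a replicate left out were smaller than with all pairs (adjusted p = 0.000589 from camera in limma), so they do not measure agreement between pairs. The mean correlation of inputs was 0.949 on log2 TPM, 0.931 by Spearman and 0.940 without the 3 most abundant RNAs, and that of pellets 0.997, 0.996 and 0.992. On the reads recovered from TPM, scaling by the median of ratios gave 2 targets, with 2 *ndh* mRNAs, and by a trimmed mean of ratios 3 with 3, both with 9 *ndh* mRNAs in the top 10, and 6 and 8 of the 42 named calls were kept. The count tests of edgeR and DESeq2 were not run, as the deposited unit is TPM. A fit without the read minimum was not run, since each RNA in the table had already passed it. Depth limits the inputs most: in input 1, 41 of 73 RNAs had fewer than 50 reads.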

Differences from the paper's values

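The filter of 20 reads and the scalings of recovered reads were chosen only after the result was seen. Each main count was within 1.5 times of the paper's, and the mean correlations differed from the paper's by less than the SD over pairs of libraries. For the paper's count of 24 targets the value here is 25, at a two-sided adjusted p from limma where the paper used a one-sided unadjusted p. For the paper's 11 *ndh* mRNAs among the targets and its 9 among the 10 most enriched, the values here are 11 and 9. For the paper's mean correlations of 0.985 among inputs and 0.999 among pellets, the values here are 0.989 and 0.999 on linear TPM. The paper's text names no scale, and on log2 TPM the means were 0.949 and 0.997. The libraries are the same as the paper's, so the SD over pairs of libraries is no measure of these gaps.

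Figure 1 greys out *atpI* as a non-target. Here *atpI* was a target, with a log2 enrichment of 1.24 and an adjusted p = 0.0118 from limma, and the other 24 targets were those of Figure 1. Under the methods' one-sided paired t-test without adjustment, an alternative set before the data were examined, *atpI* did not pass and the 24 targets were those of Figure 1. *atpI* was also no target with the median of each library set to 0 (log2 0.41), rescaled without the 3 most abundant RNAs (0.74), with scalings of the recovered reads added after the values were seen (0.56 by the median of ratios and 0.66 by a trimmed mean, with 2 and 3 of the 24 left), under the methods' paired t-test after adjustment, or without replicate 1 (0.74). It was not tested with at least 20 reads in every library, a filter chosen after the values were seen that removes *atpI* (18 reads in input 1) and 12 of the 24.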

Other observations

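The tests chosen only after the result was seen are the lists matched on GC content, the matched lists without replicate 1 and the scalings of recovered reads. So are the 3 tests on input replicate 1 and the group test without replicate 1 as a test of that replicate's weight.

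The mRNAs for the large ribosomal subunit and the ATP synthase differed between the pairs in their enrichment. The 7 *rpl* mRNAs had median log2 enrichments of -0.84, 0.44 and 0.41 in the pairs of replicates 1, 2 and 3, and the 6 *atp* mRNAs -0.17, 0.73 and 0.55. In input 1, 6 of the 7 *rpl* mRNAs and 5 of the 6 *atp* mRNAs lay above the mean of the other inputs, with median log2 differences of 1.15 and 0.85. Relative to the median of all RNAs, which the other scalings move, the median was -0.71 for *rpl*, -0.27 for *atp*, 0.25 for *rpo* and 0.86 for *ndh*. Neither *rpl* (adjusted p = 0.170) nor *atp* (adjusted p = 0.630) passed camera in limma.

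The RNA of *ycf1.1*, the partial copy of *ycf1* in the inverted repeat, was the RNA that passed as depleted. Its TPM was 432 ± 204 in the inputs and 207 ± 58.4 in the pellets (SD, n = 3 libraries), a log2 enrichment of -0.99 ± 0.28 (SD, n = 3 pairs; adjusted p = 0.00726 from limma), below 0 in 3 of 3 pairs and below 0 under each scaling. Without replicate 3 it did not pass (adjusted p = 0.0817 from limma). Its reads were few, with 17, 19 and 28 in inputs 1, 2 and 3 and 76, 62 and 81 in the pellets. In input 1 its log2 TPM lay 1.08 above the mean of the other inputs. It shares sequence with *ycf1.2*, so reads of the shared part cannot be assigned, and it overlaps *ndhF* on the other strand; *ycf1.2* had 0.36 ± 0.07 (SD, n = 3 pairs) and did not pass. *psbA*, *rbcL* and *psaA* were below 0 in 3 of 3 pairs, with log2 enrichments of -0.43 each, and did not pass on the TPM scale. Without replicate 1 they passed, at -0.61, -0.35 and -0.29. Calls with a replicate left out do not measure the spread of an RNA between the remaining pairs.

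The number of 25 targets depends on how the libraries are scaled. A candidate explanation for part of it is the scaling of TPM to a fixed total: the share of *psbA* was 39.3%, 55.1% and 48.5% in the inputs and 37.6%, 35.2% and 32.5% in the pellets, and after leaving out the 3 most abundant RNAs and rescaling, 3 targets were left. Scaling the recovered reads by ratios between libraries left 2 to 3. Since the total amount of RNA in pellet and input is not known from these data, it stays open which scaling is nearer to the amounts precipitated. The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05: the real split gave 25 targets and was the 1 split with that many, and the highest of the others gave 0. Of these splits, 4 part all 3 pairs, the real one included, and 6 part 1 pair.

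The median log2 enrichment of the *ndh* mRNAs was above that of the other RNAs (1.57 against 0.56), with *rpoA*, *psbM*, *petN* and *psaI* above the lowest *ndh* mRNA; a change of scale moves all RNAs of a library alike, so the other scalings do not test this. A low level in the input and GC content were each set against matched lists. The *ndh* median lay at percentile 100.0 in both (highest GC-matched list 1.22). No list could reach it, since each RNA outside the group lay below it (highest *rpoA*, 1.46). These percentiles were therefore fixed in advance and cannot weigh either explanation. The middle list had 0.81 when matched on input TPM and 0.70 when matched on GC content. Both lie between 0.56 and 1.57, so it stays open whether part of the gap goes with either. Input replicate 1 as the sole source is argued against by the matched lists without it, in which the *ndh* median was 1.35 and the highest list had 1.08. The group test without it also passed (adjusted p = 7.53e-05 from camera in limma at the preset correlation). Its p was smaller than with all 3 pairs (adjusted p = 0.000589 from camera in limma), so it does not measure agreement between pairs and cannot decide this. With an estimated correlation the test did not pass over all 3 pairs. Non-specific precipitation was not tested, as libraries with non-specific immunoglobulins were not analysed here; the paper reports that, with 1 exception, no RNA was significantly enriched in them (Supplementary Figure S1D).

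Input replicate 1 stands apart from the other inputs. Its log2 difference to the mean of inputs 2 and 3 had an SD of 0.86 over 73 RNAs, with 20 RNAs over 2-fold, while inputs 2 and 3 differed from each other with an SD of 0.25 and no RNA over 2-fold. Counting error at low depth is argued against as the whole source: over the 32 RNAs with at least 50 reads in input 1, its log2 differences had an SD of 0.70 to input 2 and 0.68 to input 3 (lower 95% bootstrap limits over RNAs 0.54 and 0.50), while inputs 2 and 3 differed with an SD of 0.33 (upper limit 0.42) over the 17 RNAs with fewer than 50 reads in either. GC content is argued against as the whole source too, since a line on it took 13.3% of the variance. Noise that is independent between RNAs cannot be told apart from a change shared by neighbouring genes, since 26 pairs of neighbours correlated at 0.07 (permutation p = 0.321), with an upper 95% limit of 0.45. No biological explanation was tested, as the design names no difference between the replicates.

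Enrichment was also set against the input level of a replicate that did not enter it, across 73 RNAs, which are not independent replicates. The input level of replicate 1 and the enrichment in pairs 2 and 3 had Pearson's r = -0.45 (adjusted permutation p = 0.00072) and Spearman's rho = -0.42 (adjusted permutation p = 0.00216). For replicate 2 against pairs 1 and 3, r was -0.23 (adjusted permutation p = 0.0900), and for replicate 3 against pairs 1 and 2, it was -0.27 (adjusted permutation p = 0.0490), where Spearman's rho of -0.26 did not pass (adjusted permutation p = 0.0702). For replicate 2, rho was -0.21 (adjusted permutation p = 0.130). Among the 62 RNAs outside the *ndh* group, r was -0.37, -0.17 and -0.22 for the inputs of replicates 1, 2 and 3 (adjusted permutation p = 0.0121, 0.224 and 0.119) and rho was -0.32, -0.16 and -0.21 (adjusted permutation p = 0.0421, 0.257 and 0.130), so that the relation passed throughout for the input of replicate 1 alone. The enrichments set against the inputs of replicates 2 and 3 include the pair of replicate 1, whose input stands apart. A difference between these relations can thus not be assigned to the input level or to the enrichment. Gene length had r = -0.05 with enrichment (adjusted permutation p = 0.676).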
